A study of Mus musculus with 9 samples. Its data were reported in "Enhancer variants reveal a conserved transcription factor network governed by PU.1 during osteoclast differentiation" (2018).

How the data were processed

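Total RNA was labelled with biotin and hybridised to Affymetrix Mouse Exon 1.0 ST arrays, 1 array per sample, 9 arrays in 3 groups of 3. MPs had been expanded from bone marrow for 3 days with 100 ng/ml CSF-1 per the labels (the study's methods give a lower dose) and were then seeded in a commercial osteoclast culture medium. The authors summarised the arrays with Affymetrix Expression Console and RMA, which corrects the background, quantile-normalizes the arrays and combines probes by median polish. They deposited 1 log2 value per transcript cluster and array, rounded to 2 decimals. Versions of these tools and the annotation release are not given in the sources used here. Deposited values ran from 0.39 to 14.09, and no array column was left unused. Since RMA sets the arrays to one distribution, a change that moved most genes one way would not show. The number of arrays limits the precision, and detection above background was not analysed here.

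Of 23332 transcript clusters, 16015 were paired with a gene by the platform annotation, 14996 with 1 gene symbol and 1019 with several, and 7317 were unlisted and stayed unnamed. Symbols were updated through the gene ID with the RefSeq annotation of assembly GRCm38.p6, used for names only, in which 14941 matched. Where a symbol had more than 1 transcript cluster (135 symbols), the cluster with the highest mean signal was kept, the rule the study's methods state for its other arrays, which left 14860 genes. Clusters with several symbols or none entered only a test over all clusters. No coordinates are given, since the annotation build of the arrays is not named.

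Groups were taken from the sample labels. A linear model with a mean per group was fitted to the log2 values of all 9 arrays with limma (lmFit and eBayes), so that the 3 groups shared one estimate of the spread, with 6 residual and 1.83 prior degrees of freedom. The 3 comparisons were tested two-sided, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. An exact test of 3 arrays against 3 cannot go below a two-sided p of 0.1 for any one gene.

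Before the data were examined, 21 gene lists were fixed, from textbook knowledge except for the list of genes the study tested. That list was drawn from the study, which tested part of it, and was chosen partly on these samples. The lists covered osteoclast effectors, pro-osteoclast TFs, anti-osteoclast TFs, genes the study tested, V-ATPase subunits, cell fusion, RANK and NF-kB signalling, ITAM costimulation and lysosome. Others covered oxidative phosphorylation, TCA cycle, glycolysis, cell cycle, macrophage and monocyte, dendritic cell and MHC class II, interferon-stimulated genes, inflammatory cytokines, and markers of granulocytes and mast cells, lymphoid cells, erythroid cells and megakaryocytes, and stroma and osteoblasts. Several lists share members, such as Nfkb2 (RANK and NF-kB signalling and pro-osteoclast TFs) and Oscar (osteoclast effectors, ITAM costimulation and genes the study tested). Lists were tested two-sided with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over all 63 tests. Camera asks whether members rank apart from the other genes, and a list median is the median log2 change of its measured members. With a correlation estimated from the arrays, 0 of the 34 list calls held (smallest adjusted p 0.208), and fry, which asks whether the members move one way without reference to other genes, gave 7. At 3 days against CSF-1 alone these were osteoclast effectors, pro-osteoclast TFs, RANK and NF-kB signalling, V-ATPase subunits and genes the study tested. At 1.5 days they were pro-osteoclast TFs and RANK and NF-kB signalling.

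Genes named in the text followed a rule, also set beforehand: the 10 largest rises and 10 largest falls at 3 days, the 8 and 8 largest at 1.5 days and the 5 and 5 largest between the time points, among called genes whose groups do not overlap. Genes the study tested are always given, as are up to 4 members of another list that passed, and members that did not pass appear by value. Overlap of calls between comparisons that share controls was set against 100 simulated draws of unchanged groups.

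The alternatives fixed before the data were examined were the replicate number as a block, quantile normalization again, centring each array, leaving out the dimmest 4955 or 7430 genes, a trended robust variance, weights per array, all transcript clusters, the mean of the clusters of a symbol, the 6 arrays of a comparison alone, each array left out in turn, and the methods' t-test. The methods give that unpaired t-test for comparisons of 2 groups, and an ANOVA for 3 or more. They name no per-gene test for these arrays, so its counts are not results of the study. A term for the array set, replicate 1 against replicates 2 and 3, the fit of replicates 2 and 3 alone, and weights per array for the lists were added after seeing the data.

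The gene test was tried on simulated data for the comparison of 3 days with CSF-1 alone, with 14860 genes of which 200 were changed. It called 20 of 50 genes changed by 0.5 on the log2 scale (40%), 42 of 50 changed by 1 (84%), 49 of 50 changed by 2 (98%) and 49 of 50 changed by 4 (98%), along with 6 unchanged genes. Of 20 simulated lists, the 1 list shifted by 0.3 was called in that comparison, and 0 of the 57 tests of the other lists were. Simulated genes were drawn independently and lists at random, so correlation between members was absent, which was estimated at 0.913 for the real cell cycle list. Differences of replicate 1 from the other arrays were not simulated either. The simulation therefore does not show the error rate of these tests on the real arrays. The versions were R 4.3.3, limma 3.58.1 and, for reading files, the R package data.table (version 1.17.8). Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.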

Results

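To follow gene expression while bone marrow precursors become osteoclasts, the multinucleated cells that resorb bone, total RNA from mouse myeloid precursors (MPs) of strain C57Black6 was hybridised to 9 exon arrays. Bone marrow cells were expanded with CSF-1, the growth factor of the macrophage lineage, and 3 groups of 3 arrays were made. They held MPs kept in CSF-1 alone, and MPs given CSF-1 and RANKL, the cytokine that drives osteoclast formation, for 1.5 days or for 3 days. Each array held 23332 transcript clusters, and its median log2 signal lay between 5.02 and 5.22. The labels give no culture time for the MPs kept in CSF-1 alone, so RANKL and time in culture cannot be separated in any comparison against them. The study's methods call its data points biological replicates in general, but nothing in the labels says whether the 3 arrays of a group came from separate cultures or animals. P-values therefore measure the spread between these arrays, part of which may be technical. The number of arrays limits the precision. The arrays numbered 1 in each group stood apart from those numbered 2 and 3 in several gene groups, and their values are given beside the groups most affected.

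To determine which genes set osteoclasts (OCs) apart from MPs, arrays of 3 days of RANKL were compared with those of CSF-1 alone. Mmp9 (transcript cluster 6883125), a secreted gelatinase of resorbing osteoclasts, rose most among the genes that passed, from a log2 signal of 4.34 ± 0.43 to 11.58 ± 0.55 (mean ± SD, n = 3 arrays each). This was a log2 change of 7.24 (SE 0.88, limma adjusted p = 0.0237). Akr1c18, a steroid-metabolising reductase, rose by 4.40 on the log2 scale (SE 0.52, adjusted p = 0.0237) from a level of 2.80, below the lower quartile of every array. No fold is given for these genes, since low levels were not tested against background. The other large rises were Coq8a, needed for coenzyme Q synthesis, by 2.37, the metallothionein Mt3 by 2.23, the lymphangiogenic factor Vegfc by 2.21 and Ndrg4 by 2.17. They were followed by the vesicular monoamine transporter Slc18a1 by 2.17, Btbd11 by 2.00, the TNF receptor adaptor Traf1 by 1.95 and the receptor kinase Grk3 by 1.84. Btbd11 started from 3.33, below the lower quartile of each CSF-1 alone array (3.36 to 3.38). Only 8 genes fell, led by the D-type cyclin Ccnd2 at -1.77 (SE 0.25, 8.56 ± 0.24 to 6.79 ± 0.20, adjusted p = 0.0404). The remaining falls were the organic anion transporter Slco2b1 at -1.0, the haem-degrading enzyme Hmox1 at -0.94, the scavenger receptor Cd36 at -0.90, the receptor Notch1 at -0.75, the sphingosine phosphate receptor S1pr1 at -0.74, the chemokine Ccl3 at -0.65 and Nt5dc2 at -0.57. Slco2b1 ended at 3.44, near the lower quartiles of the 3 days arrays (3.29 to 3.41). Each gene named in this paragraph lost its call without CSF-1 alone replicate 2 or RANKL 3 days replicate 3, where Mmp9 still changed by at least 7.06 but had adjusted p-values of 0.113 and 0.122.

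In all, 59 of 14860 genes passed at 3 days, 51 higher and 8 lower. At least 2-fold changes were seen for 25 of them, 23 higher and 2 lower. The 3 arrays of one group lay beyond the 3 of the other for all 59, a separation that 11.5% of all genes showed and chance gives to 10%. An unadjusted p under 0.05 was found for 1564 genes, where chance alone gives 743. Centring each array on its median moved the split to 69 higher and 28 lower. With replicate 1 against replicates 2 and 3 as a term in the fit, 215 genes passed, and replicates 2 and 3 alone gave 334, both chosen after seeing the data. Replicate 1 holds 1 array per group and gives no test alone. Leaving out CSF-1 alone replicate 1, 2 or 3 left 31, 4 and 5 genes, of which 16, 4 and 5 were among the 59. Without RANKL 3 days replicate 1, 2 or 3 there were 102, 16 and 4 genes, of which 48, 10 and 4 were among them.

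The osteoclast effector list, genes of bone resorption and cell fusion, was higher as a group at 3 days, with a median log2 change of 1.20 over 24 measured members (camera adjusted p = 4.64e-16, or 0.221 with an estimated correlation). Of these members 2 rose, Mmp9 and the unconventional myosin Myo10 (1.18, SE 0.13, adjusted p = 0.0209), none fell and 22 did not pass over all genes. Adjusted over the list alone, 16 were higher. Myo10 lost its call without CSF-1 alone replicate 2 (adjusted p = 0.113) and without 4 other arrays. Changes that missed the threshold over all genes were 5.13 for Acp5, the tartrate-resistant acid phosphatase (SE 0.84, adjusted p = 0.0599) and 4.37 for the carbonic anhydrase Car2 (adjusted p = 0.0720). They were 4.07 for the collagen-degrading protease Ctsk (SE 0.67, adjusted p = 0.0638), 3.71 for the receptor Oscar (adjusted p = 0.0558) and 3.51 for the fusion protein Dcstamp (adjusted p = 0.0692). These SEs and p-values use the spread shared by all 3 groups, so the 1.5 days arrays enter them too. For Mmp9 the SD was 0.43 in CSF-1 alone, 2.00 at 1.5 days and 0.55 at 3 days. The misses therefore do not measure the scatter of the 2 compared groups alone. With the array set as a term, chosen after seeing the data, their adjusted p-values were 0.0174 for Acp5, 0.0174 for Car2, 0.0190 for Ctsk, 0.00444 for Oscar and 0.0162 for Dcstamp. The mean of the list on RANKL 3 days replicate 1 stood 1.35 above the CSF-1 alone mean, against 1.97 and 2.04 on replicates 2 and 3.

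**Figure D1:**
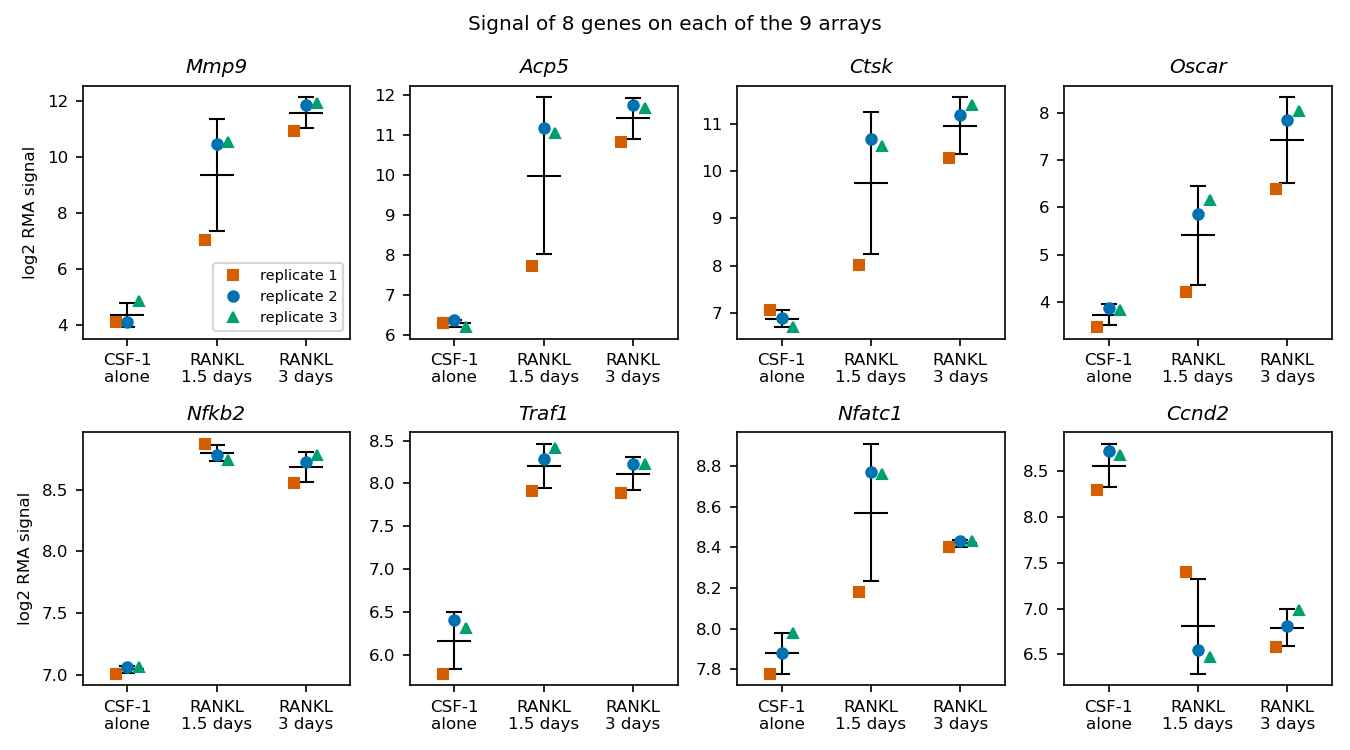
Log2 RMA signal (vertical axis) of 8 genes on each of the 9 arrays, by group (horizontal axis). Each point is 1 array, its shape and colour give the replicate number, and the black line and bars are the group mean and SD of 3 arrays. Mmp9, Acp5, Ctsk and Oscar lie lower on replicate 1 than on replicates 2 and 3 after 1.5 days of RANKL (7.04 against 10.47 and 10.55 for Mmp9), whereas Nfkb2 lies between 8.74 and 8.87 on all 3 arrays.

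Members of the RANK and NF-kB signalling list, the pathway downstream of the RANKL receptor, were also higher at 3 days as a group (median 0.13, mean 0.44, 22 members, adjusted p = 3.14e-08, or 0.248 with an estimated correlation). Here 5 members rose, none fell and 17 did not pass, and 6 were higher adjusted over the list alone. Nfkb2, a subunit gene of the non-canonical branch (transcript cluster 6870063), rose from 7.04 ± 0.03 to 8.68 ± 0.12, by 1.64 (SE 0.07, adjusted p = 0.000273). It kept its call with any 1 array of the comparison left out. Over the 15 settings run for single genes its adjusted p-values were 0.0106 or less. The methods' t-test called no gene after Benjamini-Hochberg adjustment. Alongside Nfkb2 rose Traf1, the inhibitor gene Nfkbie by 1.49, the ubiquitin ligase gene Birc3 by 1.43 and the adaptor Traf2 by 0.65. These 4 calls were lost without CSF-1 alone replicate 3 (adjusted p 0.105 for Traf1, 0.105 for Nfkbie, 0.106 for Birc3 and 0.135 for Traf2). The pro-osteoclast transcription factors (TFs) were higher as well (median 0.13, mean 0.37, 22 members, adjusted p = 4.52e-05, or 0.248 with an estimated correlation), with Nfkb2 and the coactivator Ppargc1b (0.68, adjusted p = 0.0477) called, 20 not passing and 9 higher adjusted over the list alone. Ppargc1b lost its call without CSF-1 alone replicate 2 (adjusted p = 0.182). The anti-osteoclast TFs were lower (median -0.18, 12 members, adjusted p = 0.0267, or 0.458 with an estimated correlation), with no member past the threshold over all genes and 1, Lhx2 at -0.69, lower adjusted over the list alone. That call was lost without CSF-1 alone replicate 2, CSF-1 alone replicate 3 or RANKL 3 days replicate 1 (adjusted p 0.0569, 0.153 and 0.103, medians -0.15, -0.12 and -0.07), and the median was -0.27 without CSF-1 alone replicate 1. The mean of the list was -0.67 on RANKL 3 days replicate 1 and 0.17 and 0.12 on replicates 2 and 3.

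The 14 genes of a list drawn from the study, which tested part of them, were not called one by one at 3 days, while the list was higher (median 0.35, adjusted p = 0.000184, or 0.254 with an estimated correlation). This list was chosen partly on these samples, so neither its direction nor its count adjusted over the list alone, 8 higher and 2 lower, is independent evidence. Among the TFs that promote OC formation the changes were 0.54 for Nfatc1 (SE 0.15, adjusted p = 0.233), 1.22 for Fos (adjusted p = 0.192) and 0.99 for Fosl2 (adjusted p = 0.330). Among those that oppose it they were -0.41 for Irf8 (adjusted p = 0.357), -0.23 for Bcl6 (adjusted p = 0.599) and -0.25 for Runx1 (adjusted p = 0.326). Acp5, Ctsk and Oscar are given above, and Spi1 stood at 0.34 (adjusted p = 0.0689) and Clcn7 at 0.34 (adjusted p = 0.173). The other members were the RANKL receptor gene Tnfrsf11a at 0.35 (adjusted p = 0.497), Mitf at -0.11 (adjusted p = 0.779) and Csf1r at -0.03 (adjusted p = 0.948). On replicates 2 and 3 alone, a choice made after seeing the data, Nfatc1 passed at 0.50 (adjusted p = 0.0314), Fos at 1.58 (adjusted p = 0.0117), Fosl2 at 1.13 (adjusted p = 0.0231) and Irf8 at -0.63 (adjusted p = 0.0231), whereas Bcl6 (-0.31, adjusted p = 0.0717) and Runx1 (adjusted p = 0.206) did not. With the array set as a term, chosen likewise, none of these passed (adjusted p 0.0868 for Nfatc1, 0.0567 for Fos, 0.0718 for Fosl2 and 0.232 for Irf8), while Spi1 did (0.0491).

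Genes of mitochondrial metabolism were higher at 3 days by small amounts, with no member past the threshold over all genes or over either list alone. The oxidative phosphorylation list had a median of 0.10 over 49 members (adjusted p = 3.93e-05, or 0.458 with an estimated correlation), and the TCA cycle list a median of 0.16 over 19 members (adjusted p = 7.83e-05, or 0.458 with an estimated correlation). Without RANKL 3 days replicate 1 these medians were 0.21 and 0.28. On that array the list means were -0.05 and -0.06 against the CSF-1 alone mean, where replicates 2 and 3 lay between 0.20 and 0.29. The V-ATPase subunits, the proton pump that acidifies the resorption pit, were higher (median 0.08, 21 members, adjusted p = 0.000712, or 0.208 with an estimated correlation), with none called over all genes and 4 higher adjusted over the list alone, among them Atp6v0d2 at 2.11 and Tcirg1 at 0.31. That median was 0.05 without CSF-1 alone replicate 3. The glycolysis list was lower (median -0.20, 14 members, none called over all genes or over the list alone, adjusted p = 0.0424, or 0.689 with an estimated correlation). Its call was lost without CSF-1 alone replicate 2 (adjusted p 0.145), CSF-1 alone replicate 3 (0.0966), RANKL 1.5 days replicate 3 (0.0505) or RANKL 3 days replicate 1 (0.868, median 0.01). On the last of these arrays the list mean was -0.61, against 0.04 and 0.05 on replicates 2 and 3.

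The interferon-stimulated genes were higher at 3 days (median 0.48, 22 members, all above 0, adjusted p = 8.53e-11, or 0.437 with an estimated correlation). None passed over all genes and 3 did adjusted over the list alone, Gbp3 at 1.18, Ifit1 at 1.15 and Ddx58 at 0.79. The list mean was -0.58 on CSF-1 alone replicate 1 and 0.30 and 0.28 on replicates 2 and 3, and without that control array the median was 0.26 (adjusted p = 1.38e-08). The cell cycle list was lower (median -0.26, 34 members, none called over all genes or over the list alone, adjusted p = 3.93e-05, or 0.663 with an estimated correlation). Its mean was -0.90 on RANKL 3 days replicate 1 and -0.05 and 0.09 on replicates 2 and 3. Without that array the direction turned (median 0.04, adjusted p = 0.868), while without RANKL 3 days replicate 3 the median was -0.43.

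Macrophage and monocyte genes were lower as a group at 3 days (median -0.14, 20 members, adjusted p = 0.0207, or 0.460 with an estimated correlation). Cd36 was called lower and 19 members did not pass, and adjusted over the list alone 2 were lower, Cd36 and the chemokine receptor Ccr2 at -1.59. The call of the list was lost without CSF-1 alone replicate 2 (adjusted p 0.0763), RANKL 3 days replicate 2 (0.233) or RANKL 3 days replicate 3 (0.0814). The inflammatory cytokines were lower (median -0.12, 21 members, adjusted p = 0.0269, or 0.457 with an estimated correlation). Ccl3 was called lower and 20 members did not pass, and adjusted over the list alone Ccl3 and Ccl4 (-0.77) lower and Ccl5 (1.22) higher. The call was lost without CSF-1 alone replicate 3 (adjusted p 0.0797) or RANKL 3 days replicate 2 (0.0808). The means of the list were -0.52, -0.17 and -0.13 for replicates 1 to 3. Granulocyte and mast cell markers were lower (median -0.13, 24 members, none called over all genes or over the list alone, adjusted p = 0.00714, or 0.391 with an estimated correlation), a call lost without RANKL 3 days replicate 3 (median -0.08, adjusted p 0.131).

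The other lists were not called at 3 days. Of the lists for other cell types, the dendritic cell and MHC class II genes had a median of -0.04 (adjusted p = 0.988), the lymphoid markers -0.03 (adjusted p = 0.393), the erythroid and megakaryocyte markers -0.07 (adjusted p = 0.216) and the stromal and osteoblast markers -0.06 (adjusted p = 0.393). The lysosome list had a median of 0.04 (adjusted p = 0.216). The cell fusion list had a median of -0.00167 and a mean of 0.39, with a test that pointed upward (adjusted p = 0.618), because Dcstamp, Atp6v0d2 and Ocstamp (2.03) lay far above the other 13 members. The ITAM costimulation list had a median of -0.06 and a mean of 0.13, which Oscar raised, with a test that pointed downward (adjusted p = 0.911).

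To determine which changes were present early, arrays of 1.5 days of RANKL were compared with those of CSF-1 alone. Among the genes that passed, the largest rises were the serotonin transporter Slc6a4 by 2.55 (SE 0.33, 4.89 ± 0.10 to 7.44 ± 0.67, n = 3 arrays each, limma adjusted p = 0.0375), Vegfc by 2.42 and the cyclic nucleotide phosphodiesterase Pde2a by 2.27. They were followed by the MYC family TF Mycl by 2.23, the betaine transporter Slc6a12 by 2.15, Ndrg4 by 2.11, Traf1 by 2.04 and Btbd11 by 1.89. The largest falls were Ccnd2 at -1.75 (SE 0.25, adjusted p = 0.0427), the G protein regulator Rgs1 at -1.02, Slco2b1 at -0.88 and Cd36 at -0.87. Next came the survival gene Bcl2l1 at -0.81, Ccl3 at -0.76, the Wnt receptor Fzd7 at -0.76 and S1pr1 at -0.74. Each of these genes lost its call without CSF-1 alone replicate 2, CSF-1 alone replicate 3, RANKL 1.5 days replicate 2 or RANKL 1.5 days replicate 3, where the adjusted p of Slc6a4 was as high as 0.192. The smallest adjusted p belonged to Nfkb2, which rose by 1.75 (SE 0.07, 7.04 ± 0.03 to 8.80 ± 0.07, adjusted p = 8.15e-05) and kept its call with any 1 array of the comparison left out.

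At 1.5 days 62 of 14860 genes passed, 47 higher and 15 lower, with 21 at 2-fold or more, 19 higher and 2 lower. The groups did not overlap for all 62, nor for 14.7% of all genes, where chance gives 10%. An unadjusted p under 0.05 was found for 1312 genes, against 743 by chance. The array set as a term gave 205 genes, 140 higher and 65 lower. Replicates 2 and 3 alone gave 474, 199 higher and 275 lower, so falls outnumbered rises there. Weights per array gave 607, 302 higher and 305 lower. Leaving out CSF-1 alone replicate 1, 2 or 3 left 28, 4 and 2 genes, of which 17, 4 and 2 were among the 62. Without RANKL 1.5 days replicate 1, 2 or 3 there were 139, 3 and 4 genes, of which 47, 3 and 4 were among them.

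The osteoclast effectors were already higher at 1.5 days (median 0.46, 24 members, adjusted p = 3.90e-05, or 0.457 with an estimated correlation). Myo10 was the only member called (0.87, adjusted p = 0.0489), with 23 not passing and 7 higher adjusted over the list alone, and it lost its call without CSF-1 alone replicate 2 (adjusted p = 0.209) and without 4 other arrays. Mmp9 stood at 9.35 ± 2.00, a change of 5.01 with an adjusted p of 0.0793, Acp5 at 9.97 ± 1.95 (3.69, adjusted p = 0.171) and Ctsk at 9.74 ± 1.50 (2.86, adjusted p = 0.185). These spreads came from replicate 1, where Acp5 was 7.72 against 11.17 and 11.03 on replicates 2 and 3. There the list mean stood 0.40 above the CSF-1 alone mean against 1.37 and 1.43. The V-ATPase subunits (median 0.02, adjusted p = 0.634) and the cell fusion list (median 0.01, adjusted p = 0.502) were not called at this time.

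The RANK and NF-kB signalling list was higher at 1.5 days (median 0.10, mean 0.44, adjusted p = 2.07e-07, or 0.254 with an estimated correlation). Traf1, Nfkb2, Birc3 (1.70), Nfkbie (1.55) and Traf2 (0.72) were called higher, 17 did not pass and 7 were higher adjusted over the list alone. Without RANKL 1.5 days replicate 2 the calls of Traf1 (adjusted p 0.137), Birc3 (0.0908), Nfkbie (0.156) and Traf2 (0.165) were lost. Its mean differed little between arrays, at 0.39, 0.43 and 0.50 for replicates 1 to 3. The median was 0.04, 0.15 and 0.06 without CSF-1 alone replicate 1, CSF-1 alone replicate 2 and RANKL 1.5 days replicate 3. The pro-osteoclast TFs were higher (median 0.16, adjusted p = 3.14e-08, or 0.208 with an estimated correlation). Nfkb2 and Spi1 (0.41, SE 0.06, adjusted p = 0.0427) were called, 20 did not pass and 9 were higher adjusted over the list alone. Spi1 lost its call without RANKL 1.5 days replicate 2 (0.41, adjusted p = 0.209) and without 4 other arrays. The anti-osteoclast TFs were lower (median -0.17, adjusted p = 0.0108, or 0.458 with an estimated correlation), with none called over all genes and 1 lower adjusted over the list alone, Irf8. This call was lost without CSF-1 alone replicate 3 (adjusted p 0.0966) or RANKL 1.5 days replicate 1 (0.0813).

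Of the 14 genes drawn from the study, Spi1 was called at 1.5 days, and the list was higher (median 0.40, adjusted p = 0.00267, or 0.391 with an estimated correlation). As above, the count adjusted over the list alone, 7 higher and 2 lower, is not independent evidence. Changes that did not pass were 0.69 for Nfatc1 (SE 0.15, adjusted p = 0.162), 1.72 for Fos (adjusted p = 0.0890), 0.95 for Fosl2 (adjusted p = 0.410), and -0.69 for Irf8 (adjusted p = 0.133). They were -0.17 for Bcl6 (adjusted p = 0.859), -0.13 for Runx1 (adjusted p = 0.763), 1.70 for Oscar (adjusted p = 0.410), 0.04 for Clcn7, 0.02 for Mitf, 0.39 for Tnfrsf11a and -0.24 for Csf1r. With the array set as a term, chosen after seeing the data, Nfatc1 (adjusted p = 0.0464), Fos (0.0213), Acp5 (0.0494) and Oscar (0.0469) passed and Spi1 kept its call. Fosl2 (0.0861), Irf8 (0.0689), Ctsk (0.0595), Bcl6 (0.376), Runx1 (0.502) and the other members did not pass with it. On replicates 2 and 3 alone Spi1 no longer passed (0.45, adjusted p = 0.0573).

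Macrophage and monocyte genes were lower at 1.5 days (median -0.31, 20 members, adjusted p = 8.32e-07, or 0.262 with an estimated correlation). Cd36 was called lower, 19 did not pass and 5 were lower adjusted over the list alone, among them the mannose receptor Mrc1 at -1.17 and the Fc receptor Fcgr1 at -1.06. The list mean was -0.16 on replicate 1 and -0.47 and -0.48 on replicates 2 and 3. The lysosome list was lower (median -0.11, 24 members, none called over all genes or over the list alone, adjusted p = 0.000712, or 0.458 with an estimated correlation), at a mean of 0.01 on replicate 1 and -0.16 and -0.14 on the other arrays. Its median was -0.18 without RANKL 1.5 days replicate 1 and -0.07 without RANKL 1.5 days replicate 2. The ITAM costimulation list was lower (median -0.11, 18 members, none called over all genes and 3 lower adjusted over the list alone, adjusted p = 0.0210, or 0.458 with an estimated correlation). Its means were 0.05 on replicate 1 and -0.24 and -0.19 on the others. That call was lost without CSF-1 alone replicate 1 (adjusted p 0.0635), RANKL 1.5 days replicate 2 (0.0648, median -0.06), RANKL 1.5 days replicate 3 (0.126, median -0.03) or RANKL 3 days replicate 1 (0.0544). The median was -0.21 without RANKL 1.5 days replicate 1.

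Mitochondrial genes were higher at 1.5 days too, again with no member past the threshold over all genes or over either list alone. The oxidative phosphorylation list had a median of 0.15 (adjusted p = 3.67e-08, or 0.427 with an estimated correlation) and the TCA cycle list 0.14 (adjusted p = 2.60e-05, or 0.458 with an estimated correlation). The glycolysis list was lower (median -0.15, none called over all genes or over the list alone, adjusted p = 0.0210, or 0.649 with an estimated correlation). This call was lost without CSF-1 alone replicate 2 (adjusted p 0.0880, median -0.10), CSF-1 alone replicate 3 (0.0654) or RANKL 1.5 days replicate 1 (0.141), with a median of -0.23 without CSF-1 alone replicate 1. The interferon-stimulated genes were called higher (median 0.16, none called over all genes or over the list alone, adjusted p = 0.0359, or 0.788 with an estimated correlation). That direction turned without CSF-1 alone replicate 1 (median -0.09, adjusted p 0.117), and the median was 0.29 and 0.27 without CSF-1 alone replicate 2 and CSF-1 alone replicate 3. The call was also lost without RANKL 1.5 days replicate 3 (0.126) or any 1 of the RANKL 3 days arrays (0.0573 to 0.0690). The latter enter through the shared spread and through the adjustment over the tests of all comparisons, which were not separated.

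The remaining lists were not called at 1.5 days. The cell cycle list had a median of 0.08 (adjusted p = 0.266), the inflammatory cytokines -0.14 (adjusted p = 0.0593) with Ccl3 called lower, and the granulocyte and mast cell markers -0.01 (adjusted p = 0.593). The dendritic cell and MHC class II genes had a median of 0.03. For the lymphoid markers (median 0.02, mean -0.05, test downward), the stromal and osteoblast markers (median -0.01, mean 0.02, test upward) and the erythroid and megakaryocyte markers (median 0, mean -0.10, test upward), the signs differed.

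**Figure D2:**
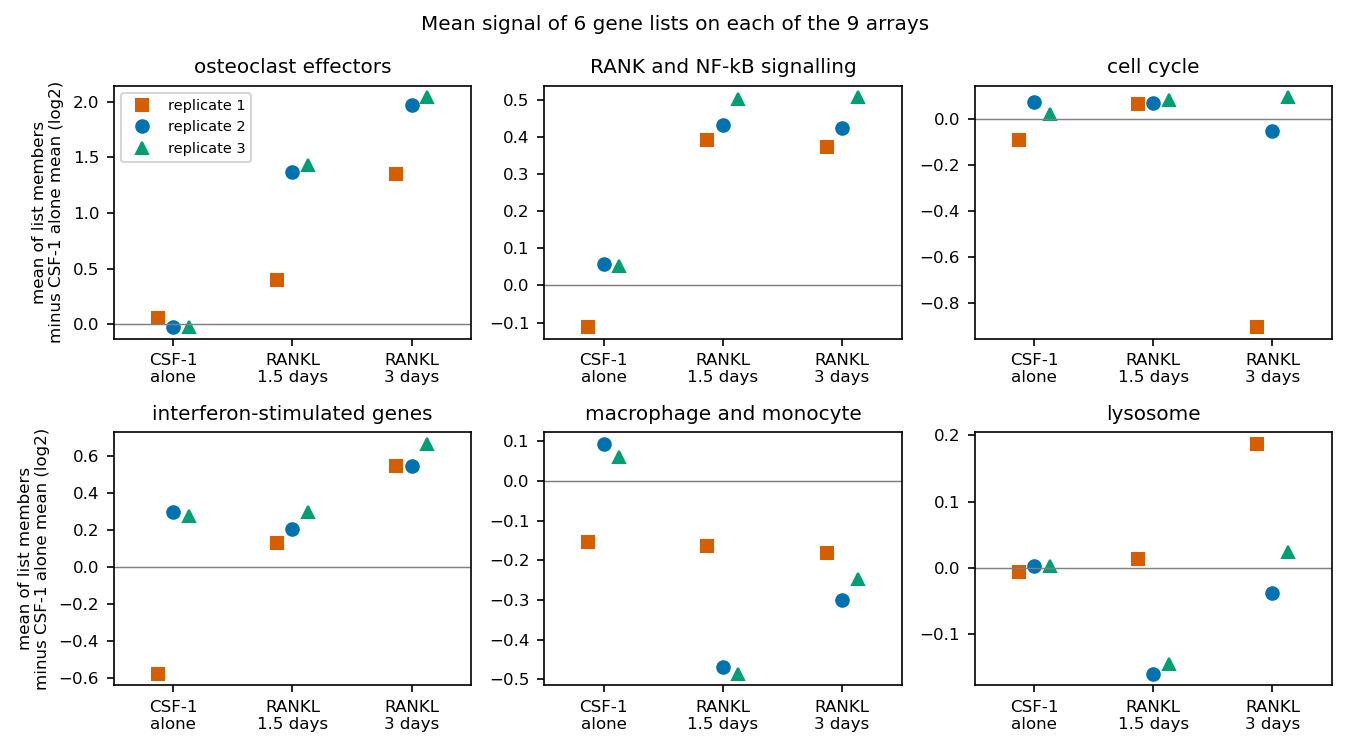
Mean of the members of 6 gene lists on each of the 9 arrays, minus the mean of the CSF-1 alone arrays (vertical axis, log2), by group (horizontal axis). Each point is 1 array, and its shape and colour give the replicate number. The RANK and NF-kB signalling list rises to similar levels on all RANKL arrays (0.37 to 0.51). Replicate 1 lies apart in 1 or more groups for osteoclast effectors, cell cycle, interferon-stimulated genes, macrophage and monocyte genes and lysosome.

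To determine how the early and late responses were related, calls at 1.5 and 3 days against the same 3 control arrays were set side by side. Vegfc, Ndrg4, Btbd11, Traf1, Nfkb2, Nfkbie, Birc3, Traf2 and Myo10 were called higher at both times, and Ccnd2, Slco2b1, Cd36, S1pr1 and Ccl3 lower at both. In total 38 genes were called in both comparisons in the same direction, 32 higher and 6 lower, and 0 in opposite directions. Unchanged groups simulated against shared controls gave 0 such genes in each of 100 draws, and independent lists of these sizes would share 0.169. Unchanged groups give almost no calls, so that 0 does not show how far shared controls raise the overlap among called genes. Log2 changes correlated with r = 0.724 over all genes, which are not independent replicates, against 0.504 in the simulation, and their covariance was 0.0469 against 0.0166, a difference of 0.0303. The simulation holds the shared controls, so these differences in r and covariance lie beyond the part it models. With 3 controls no split keeps 2 on each side, so part of the 38 shared calls may still come from the shared controls. Of the 21 genes called at 3 days alone, 21 had the same sign at 1.5 days, and of the 24 called at 1.5 days alone, 23 had the same sign at 3 days. Shared controls alone favour equal signs, and no simulated count was made for these. For the shared calls, RANKL 1.5 days and RANKL 3 days vs CSF-1 alone, the count was 14, 3 and 2 without CSF-1 alone replicate 1, 2 and 3. It was 76, 3 and 3 without RANKL 1.5 days replicate 1, 2 and 3, and 9 and 3 without RANKL 3 days replicate 2 and 3.

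To test the difference between the time points itself, limma was run on all genes, RANKL 3 days vs RANKL 1.5 days. No single gene passed with limma (0 of 14860, smallest adjusted p 0.470, 771 genes at an unadjusted p under 0.05 against 743 by chance). The methods' t-test gave 0 genes after Benjamini-Hochberg adjustment and 411 at its unadjusted threshold. The groups did not overlap for 6.79% of genes, where chance gives 10%. Changes of the effector genes over this interval were 2.23 for Mmp9 (SE 0.88), 2.02 for Oscar (SE 0.58), 1.44 for Acp5 (SE 0.84) and 1.21 for Ctsk (SE 0.67), all with an adjusted p of 0.823. For the other genes drawn from the study the changes were -0.15 for Nfatc1, -0.51 for Fos, 0.04 for Fosl2, 0.28 for Irf8, -0.06 for Bcl6 and -0.11 for Runx1. They were 0.30 for Clcn7, -0.13 for Mitf, -0.07 for Spi1, 0.21 for Csf1r and -0.04 for Tnfrsf11a. None passed over all genes or adjusted over the list alone.

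As a group, the osteoclast effectors were higher at 3 than at 1.5 days (median 0.59, 23 of 24 members above 0, adjusted p = 7.91e-12, or 0.248 with an estimated correlation). None was called over all genes and 2 were higher adjusted over the list alone, Calcr at 1.11 and Itgb3 at 0.70. The median was 0.29 without RANKL 1.5 days replicate 1. The lysosome list was higher (median 0.13, 23 of 24 members above 0, adjusted p = 5.58e-08, or 0.391 with an estimated correlation), with a median of 0.08 without RANKL 3 days replicate 1. The V-ATPase subunits were higher (median 0.10, adjusted p = 0.000319, or 0.208 with an estimated correlation), and so were the interferon-stimulated genes (median 0.38, adjusted p = 2.08e-08, or 0.458 with an estimated correlation). The macrophage and monocyte list was higher (median 0.17, adjusted p = 0.0119, or 0.458 with an estimated correlation). That call was lost without RANKL 1.5 days replicate 2 (adjusted p 0.0624), RANKL 1.5 days replicate 3 (0.153) or RANKL 3 days replicate 1 (0.127, median 0.09). The ITAM costimulation list was higher (median 0.13, adjusted p = 0.00312, or 0.458 with an estimated correlation). It had medians of 0.21, 0.08 and 0.08 without RANKL 1.5 days replicate 1, 2 and 3, and not called without RANKL 3 days replicate 1 (median 0.06, adjusted p 0.499).

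The cell cycle list was lower at 3 than at 1.5 days, with all 34 members below 0 (median -0.34, adjusted p = 1.25e-09, or 0.458 with an estimated correlation). However, the median was -0.07 without RANKL 3 days replicate 1 and -0.53 without RANKL 3 days replicate 3. The granulocyte and mast cell markers were lower (median -0.12, adjusted p = 0.0102, or 0.391 with an estimated correlation), a call lost without RANKL 1.5 days replicate 2 (adjusted p 0.0524) or RANKL 3 days replicate 3 (0.213, median -0.06). In the called lists other than the osteoclast effectors, no member passed over all genes or over its list alone. The RANK and NF-kB signalling list (median -0.02, adjusted p = 0.995), the pro-osteoclast TFs (median -0.06, adjusted p = 0.0882), the oxidative phosphorylation list (median -0.04, adjusted p = 0.301) and the genes drawn from the study (median 0.00, adjusted p = 0.216) were not called. Neither were the cell fusion, erythroid and megakaryocyte, and stromal and osteoblast lists. Median, mean and test did not share a sign for the anti-osteoclast TFs, dendritic cell and MHC class II, glycolysis, inflammatory cytokine, lymphoid and TCA cycle lists, none of them called.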

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

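The tests of replicate 1, of the cell cycle list and of the interferon list below were chosen only after the results were seen, as was the rule that took members changed by at least 0.5 on replicates 2 and 3. Genes at 3 and at 1.5 days were compared directly, and 8 lists differed between the times with a preset correlation but none with an estimated one. Their median changes from 1.5 to 3 days were 0.59 for osteoclast effectors, 0.38 for interferon-stimulated genes, 0.17 for macrophage and monocyte genes, 0.13 for lysosome, 0.13 for ITAM costimulation, 0.10 for V-ATPase subunits, -0.12 for granulocyte and mast cell markers and -0.34 for the cell cycle.

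The osteoclast effectors on the 1.5 days array of replicate 1 reached only part of the response of replicates 2 and 3. Their median fraction was 0.288 over 12 responding members (-0.14 to 0.486), and 1.07 (0.914 to 1.46) for 6 of the RANK and NF-kB signalling list. Each response was taken against the control arrays of the same numbers, though the numbers are not taken as pairs elsewhere. On CSF-1 alone replicate 1 the NF-kB list mean was low (-0.11, against 0.06 and 0.05), which can raise its fractions. Against the mean of all 3 controls the whole NF-kB list stood at 0.39, 0.43 and 0.50 for replicates 1 to 3. The effector list stood at 0.40, 1.37 and 1.43. A compression that scales all log2 changes would lower both sets by the same fraction, and admixed MP RNA would lower small rises, such as those of the NF-kB members, the most. For these members the difference of 0.782, the other way and with no overlap between the sets, argues against either as the whole cause. The NF-kB list was picked after its values were seen, so the difference can argue against an explanation but supports none. Some other list means were also nearer the control mean on that array than on replicates 2 and 3. They were -0.163 against -0.469 and -0.485 for macrophage and monocyte genes and 0.09 against 0.21 and 0.24 for the TCA cycle. Others lay further from it, the anti-osteoclast TFs at -0.42 against -0.10 and -0.02 and glycolysis at -0.24 against -0.14 and -0.03. A partly muted response on that array therefore stays open. A culture that differentiated more slowly may explain the low effectors. Their fraction rose by 0.396 in the mean from 1.5 to 3 days, in 12 of 12 genes, which are not independent replicates. At 3 days it had a median of 0.652 (0.306 to 0.921). However, members were chosen on the rise of replicates 2 and 3 at 1.5 days, which divides the earlier fraction only. That choice tends to lower the earlier fraction, so the rise does not decide the cause. The rise of 0.396 was open to other outcomes but was taken from 1 array per time. A difference in medium or harvest time between the arrays numbered 1 and the others was not tested. Of differences in animals, only sex and Nnt were examined, as given below.

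For the cell cycle list, the lower level at 3 days could come from RANKL 3 days replicate 1 alone, since without it the adjusted p was 0.868 (range over the 9 arrays left out in turn 2.22e-10 to 0.868) and the median moved from -0.26 to 0.04. Replicates 2 and 3 alone gave a median of 0.005 at 3 days. A biological difference of that culture and a technical one of that array stay open. Against 1.5 days the list was still called lower without that array, with a median of -0.07.

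For the interferon-stimulated genes, part of the measured rise at 3 days remained without CSF-1 alone replicate 1, the low control array. Without it the list was still called (adjusted p = 1.38e-08 at the preset correlation), while the median went from 0.48 to 0.26. The estimated correlation between members was 0.749, so the preset value of 0.01 overstates the certainty of the list call. With all arrays it did not hold at the estimated correlation (camera adjusted p = 0.437). The fit without that array was not run at an estimated one, so whether the remaining rise lies beyond the spread stays open. At 1.5 days the direction rested on that control array.

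Transcript clusters without a single gene symbol, which the comparisons above leave out, also held calls in a test of all 23332 clusters. At 3 days 4 such clusters were called, 3 higher and 1 lower, with a largest change of 2.05. At 1.5 days 5 were called, 3 higher and 2 lower, with a largest change of 1.54.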

How the results depend on the processing

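The array-set term, replicates 2 and 3 alone and weights per array for lists were chosen after seeing the data. For called genes, RANKL 3 days vs CSF-1 alone, the count (59) became 97 with arrays centred, 95 and 111 with the dimmest 4955 or 7430 genes left out, 19 over all transcript clusters, 215 with the array-set term, 334 with replicates 2 and 3 alone and 31 with the 6 arrays alone. It was 964 and 0 with the methods' t-test unadjusted and after Benjamini-Hochberg, a test that the methods do not name for these arrays. Leaving out 1 array of the comparison gave 4 to 102. For called genes, RANKL 1.5 days vs CSF-1 alone, the count (62) became 95 and 103 with dim genes left out, 607 with weights per array, 15 over all clusters, 205 with the array-set term, 474 with replicates 2 and 3 alone and 26 with the 6 arrays alone. It was 1334 and 8 with the methods' t-test, and 2 to 139 when 1 array of the comparison was left out. Fewer arrays and fewer or more tests are part of the change in the fits of 6 arrays, left-out arrays, filters and all clusters. For the others the cause was not tested. Apart from the replicate block at 3 days, given below, the other settings stayed within 1.5 times of the count. For genes, RANKL 3 days vs RANKL 1.5 days, the t-test gave 411 unadjusted and every other setting 0.

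The 38 shared calls, RANKL 1.5 days and RANKL 3 days vs CSF-1 alone, became 60 with weights per array, 128 with the array-set term and 238 with replicates 2 and 3 alone, with 2 to 76 when 1 array was left out. Of the 59 calls at 3 days and the 62 at 1.5 days, 59 and 62 were still called with the array-set term and 49 and 50 with replicates 2 and 3 alone. Fewer were kept with the 6 arrays alone (22 and 17), over all clusters (15 and 10) and with 1 array of the comparison left out (4 to 48 and 2 to 47). The 34 gene lists called, each of the 3 comparisons counted, became 0 with an estimated correlation and 7 with fry, and numbered 29 to 35 elsewhere. Direction turned for the cell cycle list at 3 days (medians of -0.43 to 0.0408 with 1 array left out) and for the interferon-stimulated genes at 1.5 days (-0.0933 to 0.29 with 1 array left out, and -0.025 with replicates 2 and 3 alone, adjusted p 0.821). For these the cause was not tested. No called gene turned direction in these settings, while changes of some genes that were not called crossed 0, such as Fosl2 between the times (-0.35 to 0.25). Nfkb2 kept its call in both comparisons under all 15 settings run for single genes, while the other called genes named above each lost it in at least 1 with an array left out.

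The replicate number as a block gave 97 genes at 3 days (85 higher, 12 lower), 71 at 1.5 days, 0 between the times and 50 shared calls. It kept 45 of the 59 calls at 3 days and 38 of the 62 at 1.5 days. Of the genes followed one by one at 3 days, Acp5 (adjusted p 0.0459), Car2 (0.0445), Oscar (0.0178), Dcstamp (0.0440), Ocstamp (0.0321) and Mmp8 (0.0194) passed only with the block. Vegfc (0.0608), Ccnd2 (0.0729), Slco2b1 (0.0502), S1pr1 (0.0622), Ccl3 (0.0740) and Nt5dc2 (0.0729) passed only without it, and Ctsk (0.0502) in neither fit. At 1.5 days Mrc1 passed only with it, and Vegfc, Slc6a12, Ccnd2, Slco2b1, Cd36, Ccl3, Fzd7, S1pr1, Spi1 and Myo10 only without it. Nfatc1 (0.10) and Fos (0.0569) passed in neither fit at that time. The shared numbers are not taken as pairs. Array names in the labels run through the 3 groups of one number before the next, but the labels do not say that a number marks a shared culture, animal or day. Deviations from the group means correlated by 0.05 to 0.37 between arrays with the same number (0.27 to 0.37 for number 1, 0.05 to 0.21 for number 2, 0.12 to 0.15 for number 3), and 5 of 9 arrays correlated best with their own number, all 3 of them for number 1.

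Splits of the 6 arrays into 3 and 3 number 10, so a share under 0.05 cannot be reached. With the 6 arrays alone the real split called 31 genes at 3 days, where 1 of 10 splits, the real one, called as many and the highest other called 0. At 1.5 days it called 26, again in 1 of 10 splits, with 0 as the highest other. Between the times it called 0, as many as or fewer than all 10 splits, with 1 as the highest other. Detection above background was not analysed here, and the filters above stand in its place.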

Other observations

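The comparison of arrays numbered 1 with those numbered 2 and 3, and the genes named for it, were chosen only after the values were seen, whereas the tests of sex and substrain were written before their values were seen. Across the 3 groups, 288 of 14860 genes differed between replicate 1 and the others (limma, group means in the model, adjusted p under 0.05), 141 higher and 147 lower, each on the same side in every group. Higher on replicate 1 were Ctse, an intracellular aspartic protease, by 2.71, the deiodinase Dio2 by 2.63, the stem cell factor receptor Kit by 2.59 and the interleukin receptor Il1r1 by 2.21. Kit was 8.36, 7.74 and 8.36 on the replicate 1 arrays of CSF-1 alone, 1.5 days and 3 days, and between 5.30 and 5.92 on the other 6. Lower on replicate 1 were Id3, an inhibitor of DNA binding, at -2.90, the proteoglycan Vcan at -2.56, Dmpk at -2.09, Igf2bp3 at -2.02 and the neutrophil collagenase Mmp8 at -1.84.

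As lists, lysosome (median 0.12, adjusted p = 8.72e-06), ITAM costimulation (0.17, adjusted p = 9.43e-05), V-ATPase (0.04, adjusted p = 0.0183) and macrophage and monocyte genes (0.10, adjusted p = 0.0382) were higher on replicate 1. Lower were cell cycle (-0.33, adjusted p = 8.72e-06), glycolysis (-0.23, adjusted p = 0.000393), oxidative phosphorylation (-0.15, adjusted p = 0.000393) and interferon-stimulated genes (-0.26, adjusted p = 0.00117). So were the TCA cycle (-0.15, adjusted p = 0.00117), osteoclast effector genes (-0.42, adjusted p = 0.00477) and anti-osteoclast TFs (-0.21, adjusted p = 0.00515). Some differences were not shared by the groups. Within CSF-1 alone the macrophage list mean was -0.15, 0.09 and 0.06 for replicates 1 to 3, and the effector mean 0.05, -0.03 and -0.03. Both differences were reversed in the RANKL groups. Cell cycle means were 0.06, 0.07 and 0.08 at 1.5 days, against -0.90, -0.05 and 0.09 at 3 days. For interferon and V-ATPase genes CSF-1 alone replicate 1 stood most apart (-0.58 against 0.30 and 0.28, and 0.12 against -0.08 and -0.03). These 11 lists are from camera at the preset correlation only, which overstates the certainty where members move together, and were not tested at an estimated one, at which no list call between the groups held. Replicate 1 differed little in the Y-linked genes Kdm5d and Eif2s3y or in the value of Nnt, a gene partly deleted in one C57 substrain. Xist was not among the genes measured. The largest difference among Y-linked genes was 0.0383 for Eif2s3y in the mean over the 3 groups and 0.125 within 1 group, where another sex would give several log2 units, and Nnt differed by -0.04. The values of the Y-linked genes argue against another sex. A loss of part of Nnt could be missed by a value for the whole gene, so a substrain difference stays open. No other difference of animals or cultures was tested.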
